# Integrating multiple genome annotation databases improves the interpretation of microarray gene expression data

**DOI:** 10.1186/1471-2164-11-50

**Published:** 2010-01-20

**Authors:** Jun Yin, Sarah McLoughlin, Ian B Jeffery, Antonino Glaviano, Breandan Kennedy, Desmond G Higgins

## Abstract

**Background:**

The Affymetrix GeneChip is a widely used gene expression profiling platform. Since the chips were originally designed, the genome databases and gene definitions have been considerably updated. Thus, more accurate interpretation of microarray data requires parallel updating of the specificity of GeneChip probes. We propose a new probe remapping protocol, using the zebrafish GeneChips as an example, by removing nonspecific probes, and grouping the probes into transcript level probe sets using an integrated zebrafish genome annotation. This genome annotation is based on combining transcript information from multiple databases. This new remapping protocol, especially the new genome annotation, is shown here to be an important factor in improving the interpretation of gene expression microarray data.

**Results:**

Transcript data from the RefSeq, GenBank and Ensembl databases were downloaded from the UCSC genome browser, and integrated to generate a combined zebrafish genome annotation. Affymetrix probes were filtered and remapped according to the new annotation. The influence of transcript collection and gene definition methods was tested using two microarray data sets. Compared to remapping using a single database, this new remapping protocol results in up to 20% more probes being retained in the remapping, leading to approximately 1,000 more genes being detected. The differentially expressed gene lists are consequently increased by up to 30%. We are also able to detect up to three times more alternative splicing events. A small number of the bioinformatics predictions were confirmed using real-time PCR validation.

**Conclusions:**

By combining gene definitions from multiple databases, it is possible to greatly increase the numbers of genes and splice variants that can be detected in microarray gene expression experiments.

## Background

Microarrays are widely used to profile gene expression patterns in samples of biological material. Affymetrix GeneChips are a popular oligonucleotide microarray platform, using probe sets formed by 11-20 pairs of 25 mer probes. The probe pairs include a perfect match probe (PM) and a single base mismatch (MM) probe targeting the gene transcripts. These probes were originally selected from the consensus sequence alignments of expressed sequence tag (EST) sequences. Over the past 10 years, the sequences and annotations of the main genomes have changed significantly. One consequence has been that some of the EST sequences were re-annotated or even removed from the databases. Thus, probes targeting these ESTs are no longer accurate [1]. This problem has created a need to remap the probes using information from the most up to date genome sequence databases. Since the GeneChips were introduced, the importance of alternative splicing, especially in vertebrates, has become more and more apparent. The annotation of these transcripts has changed considerably over recent years and this has also increased the importance of using the latest and most comprehensive genome annotation databases to map probes to specific transcripts.

Several probe-remapping protocols have been developed, generally by regrouping the probes to the target genes or transcripts according to the current version of genome annotation [1-5]. A crucial consideration in probe remapping is the annotation database usage. Dai et al. provided several probe remappings, each using a different database, e.g. Unigene, RefSeq and Ensembl [1]. However, this may lead to difficulty and confusion when interpreting microarray results. The problems come from i) genes annotated in one database but not in the other databases; ii) genes having longer transcripts or more transcripts in one database, but shorter or smaller in another. This usually means that the expression level or alternative splicing events of the gene can only be detected using one database but not using the other. The remapping results from Lu et al., Lee et al., and Moll et al. either used the Refseq and Aceview databases, or the Ensembl database [1-3,5]. The results may be very different if the database is changed.

RefSeq and Ensembl are two widely used genome annotation databases [6,7]. Though the data are regularly transferred between these databases, incompatible transcripts or genes are discarded during the transfer thus leading to discrepancies. Aceview provides comprehensive genome annotation by integrating data from RefSeq, dbEST and GenBank [8]. However, only five species were annotated in Aceview, which means that Aceview annotation cannot be easily used in other species. ZFIN is a highly accurate, manually corrected zebrafish genome annotation database, integrating RefSeq and GenBank transcripts [9]. Its strict criteria, however, may result in the loss of a certain amount of transcript data. Furthermore, ZFIN does not provide cross-referenced transcript information to Ensembl transcript data. These variations in the genome annotation may lead to difficulties in interpreting gene expression results. Thus, there is a need for a comprehensive and unbiased genome annotation. The UCSC genome browser provides a comprehensive genome annotation for more than 40 species [10]. The data from the UCSC genome browser can be easily accessed and used to provide customized genome annotations.

A well established remapping method is used in AffyProbeMiner and several other protocols [2-5], which regroup the probes into a probe set if they all match the same set of transcripts. This transcript level probe remapping provides the possibility to detect alternatively spliced transcripts. However, it does not provide an appropriate method to measure the levels of alternative splicing events. Mainly due to the recent development of exon arrays, algorithms predicting alternative splicing have been developed (see [11] for a recent review). The exon array algorithms should be carefully used for 3' gene expression microarray data, however. The oligo-dT based amplification method used in 3' gene expression microarray has a strong position effect rendering a signal bias towards the probes targeting the 3' ends of genes. A normalized intensity based method, such as Splicing Index [12,13], is more appropriate to avoid this signal bias.

Here we report a new probe remapping protocol and demonstrate its use with the zebrafish genome. It is based on a combined zebrafish genome annotation by integrating transcripts from the Ensembl, RefSeq and GenBank databases using information downloaded from the UCSC genome browser. A transcript level probe remapping is applied by aligning the probes to the genome, removing the nonspecific probes, and grouping the probes according to the set of transcripts they map to. We explore the impact of using different databases for gene and transcript annotations. We also used the Splicing Index [12,13] as an indicator of alternative splicing events. The advantage of using a comprehensive database in the probe remapping was demonstrated as more genes and more alternative splicing events are detected. Using two different zebrafish gene expression experiments, we show the benefits of using the more comprehensive remapping and confirm the improvement using real-time PCR validation.

## Results

### Probe remapping of the Zebrafish Genome Array

The probe remapping procedure is outlined in Figure 1. Firstly problematic probes were removed. This included probes with genome location issues where probes have no match to the current genome or have multiple matches. It also included probes with unique matches to the genome but which match multiple genes. Then the probes were regrouped into new probe sets according to the set of transcripts which they match. This step is clearly, highly dependent on the annotation database that is used and this is the major focus of this paper. We illustrate this process in detail with the zebrafish genome and a commonly used gene expression platform from Affymetrix.

**Figure 1:**
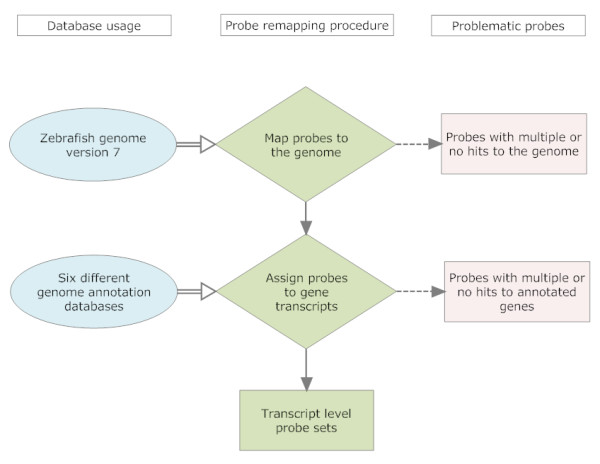
**Work flow showing an outline of the probe remapping procedure**.

### Mapping probes to the genome

To identify probes that have genome location issues, we aligned all 249,752 probes from the Affymetrix Zebrafish Genome Array to the genome of the zebrafish (genome version 7 (Zv7)) using Exonerate [14]. 19,585 of the probes were identified with multiple matches and about 40,000 probes were identified with no match to the current genome. Further details and analysis of probes matching multiple genome locations is provided in Additional File 1. Thus, about 24% of probes were nonspecific for the genome. By removing these problematic probes, we are left with about 190,000 genome specific probes. The number of probes having genome location issues is strikingly high. The reason is mainly because Affymetrix originally designed the probes based on Expressed Sequence Tags (ESTs) from a number of databases e.g. Unigene, GenBank, dbEST [15]. Some of these EST sequences were erroneous and their removal from updated databases results in the loss of the probes. We regard the removal of probes having genome location issues as an acceptable loss of signal in order to avoid erroneous mapping of the probes to unannotated exons or genes.

### Alignment of transcripts to the genome

In order to group the probes into transcript level probe sets, we identify those genome positions corresponding to coding regions. This is done by aligning transcripts from different databases onto the genome. We used six databases that define zebrafish genes based on collections of transcripts. These are are the single source databases: GenBank, RefSeq, Ensembl, and three multiple source databases: Biomart, ZFIN and UCSC. The latter three integrate transcripts from the three single source databases. These databases differ in their collections of transcripts. Transcripts which did not properly align to the genome are usually due to mistakes in earlier versions of the genome assembly and/or EST collections. For example in GenBank, 59,527 transcripts are included in the database, while only 25,336 can be aligned to the current genome. Importantly, in our remapping, Affymetrix probes originally designed from erroneous transcripts are removed. As demonstrated in Table 1, databases that use multiple sources encompass more transcripts. The UCSC genome browser has the largest collection of zebrafish transcripts with 75,723 alignable transcripts, while RefSeq only has 13,172 transcripts alignable to the current genome. We organized transcripts from the UCSC genome browser into 28,110 genes by clustering transcripts overlapping in coding exons. Genes defined in other databases were according to cross reference files as describe in the *Methods *section.

**Table 1:** Number of transcripts and genes from each database and number of alignable genes and transcripts in the UCSC genome browser

Database	No. of transcripts	No. of genes	No. of alignable transcripts	No. of alignable genes
**Single data source**				
GenBank	59,527	36,843	25,336	14,130
RefSeq	30,499	28,999	13,304	13,172
Ensembl	35,967	25,546	35,967	25,546
**Multiple data sources**^**1**^				
ZFIN	79,424	21,430	52,246	14,217
Biomart	61,047	21,322	58,135	21,322
UCSC	75,723	28,110^2^	75,723	28,110

^1^: These databases integrate transcripts from Ensembl, RefSeq and GenBank databases.

^2^: Genes are defined by clustering transcripts overlapping in coding exons

### Assignment of probes to gene specific transcript level probe sets

About 190,000 genome specific probes were mapped to gene transcripts annotated from the 6 different databases. We explored the impact of database usage on the number of probes retained during probe remapping (Table 2). The number of probes with no gene annotations is strongly affected by the gene annotation database that is used. These contain probes which matched either intergenic regions or gene introns. The removal of these probes results in huge differences among databases, ranging from 65,443 to 91,090 in total. Other problematic probes accounted for a minor percentage of all the probes (<3.6%). This includes probes matching multiple genes, and probes that fail to meet the minimum criterion of 3 probes to form a probe set. Multiple source databases usually included more probes by providing a more comprehensive annotation of the genome. Approximately 47.2% of the probes were retained after probe remapping using the UCSC database, which was the largest percentage. Only 38.1% of probes were retained using Ensembl.

**Table 2:** Summary of probe remapping results using different databases

	GenBank	RefSeq	Ensembl	ZFIN	Biomart	UCSC
Probes with multiple alignments to the genome	19,585	19,585	19,585	19,585	19,585	19,585
Probes with no alignment to the genome	41,609	42,398	41,972	41,613	41,488	41,077
Probes matching multiple genes	2,718	1,674	432	2,228	1,592	1,487
Probes matching intergenic region	65,220	75,916	81,273	64,394	66,806	54,532
Probes matching intron region	8,348	6,912	9,817	9,049	10,068	10,911
< 3 probes per probe set	2,369	762	1,464	3,884	3,126	4,378
Good probes	109,903	102,505	95,209	108,999	107,087	117,782
Percentage of good probes	44.005%	41.043%	38.121%	43.643%	42.877%	47.160%
Probe sets	8,574	6,769	7,156	9,195	8,732	10,251

Probe remapping using the UCSC database allowed the highest number of probes to be retained, mainly because it integrates the GenBank database. The Affymetrix Zebrafish Genome Array was originally designed from GenBank [15]. This shows the necessity of integrating GenBank in the probe remappings, which has been neglected by some probe remapping protocols [1,16].

### Genes annotated by remapped probe sets using different databases

Using multiple source databases results in retaining more probes and therefore, more transcripts and genes representative of the genome. Using UCSC, 7725 genes are detected. This is about 27% of the genes in the zebrafish genome (Table 3). 2,069 genes were represented by more than 2 probe sets. With these genes we also have the possibility to measure alternative splicing patterns. The average number of probe sets per gene indicates the ability to detect alternative splicing events using the remapped probe sets. The largest number was obtained using UCSC with 1.327 probe sets per gene. In contrast, using Ensembl, only 6,347 genes are covered by the probes, with 1.127 probe sets per gene.

**Table 3:** Summary of genes and transcripts matched by the probes using different databases

	**GenBank**	**RefSeq**	**Ensembl**	**ZFIN**	**Biomart**	**UCSC**
	
Number of transcripts matched by the probes	12,803	6,688	8,076	25,665	23,212	28,356
Number of genes matched by the probes	7,069	6,560	6,347	7,003	6,983	7,725
Number of genes matched by ≥ 2 probe sets	1,296	202	726	1,809	1,439	2,069
Average number of transcripts per probe set	1.493	0.988	1.129	2.791	2.658	2.766
Average number of probe sets per gene	1.213	1.032	1.127	1.313	1.250	1.327

### Pairwise comparison of probe remapping using different databases

Differences in the probe remapping results will affect the interpretation of results from microarray data analysis. This can be seen in lists of differentially expressed genes. For genes to have the same probe annotation using different databases we require the probes targeting this gene to be the same and to be clustered into identical probe sets. Genes have different probe annotations using different databases, either because genes in a subset of databases have more probes in the probe set, or the original probe set is split into separate probe sets to represent alternative splicing transcripts.

We compared the gene probe sets obtained using the three single source databases to the probe remapping using UCSC (Table 4). Only half of the genes were mapped by the same probe sets using different databases. The largest agreement was between GenBank and UCSC with 5,442 genes sharing the same probe set content. The number of genes having a probe set annotation in UCSC but not in the other databases is quite large, accounting for about 1,000 genes. These genes can only be detected using UCSC gene annotation. Large differences between databases may lead to the difficulties in interpreting microarray data.

**Table 4:** Comparison of genes represented by the remapped probe sets using different databases

Database A	Database B	Same	Diff	UniqueA	UniqueB
UCSC	Ensembl	3,979	2,329	1,417	60
UCSC	RefSeq	3,551	2,955	1,219	406
UCSC	GenBank	5,442	1,627	656	637

Same: number of genes having the same probe sets in A and B.

Diff: number of genes having different probe sets in A and B.

UniqueA: number of genes having probe sets in A but not in B.

UniqueB: number of genes having probe sets in B but not in A.

### Impact of gene definitions on probe remapping

The differences between the gene annotation databases are due to the different transcript collections and gene definition methods used. Gene definition methods generally decide how different transcripts are clustered into genes. In order to investigate how gene definition alone affects microarray data analysis results, four different gene definition methods were applied to the transcript collection from UCSC and the probe remapping results were compared. Gene transcript clustering is either performed by comparing transcript intron/exon boundary locations (*itbd *and *exbd*) or overlap region in the exon sequences (*exlink *and *overlap_0*). *Exlink *is the default gene definition method used here, which clusters transcripts overlapping in coding exons. The other methods are compared with it (Table 5, Table 6). The largest difference was identified with *exbd*. *Exbd *is the most stringent definition which requires both exon boundaries of at least one exon to match. It makes *exbd *an outlier in the number of genes defined and number of probes retained after remapping. Although the number of probes retained using *Exbd *can be up to 3% fewer than with *exlink*, the genes represented by the remapped probe sets were very similar. More than 91% of genes were represented by the same probe sets between *exlink *and *exbd*. Thus gene definition methods contribute only a small amount to the differences in probe remapping results and microarray data interpretation.

**Table 5:** Comparison of genes represented by the remapped probe sets using different gene definitions

Database A	Database B	Same	Diff	UniqueA	UniqueB
*exlink*	*exbd*	7,044	215	466	21
*exlink*	*itbd*	7,448	157	120	64
*exlink*	*overlap_0*	7,659	66	0	111

Same: number of genes having the same probe sets in A and B.

Diff: number of genes having different probe sets in A and B.

UniqueA: number of genes having probe sets in A but not in B.

UniqueB: number of genes having probe sets in B but not in A.

**Table 6:** Summary of gene definition and probe remapping results using different gene definition methods

	***exlink***	***exbd***	***itbd***	***overlap_0***
	
**Gene definition**				
Number of transcripts in the database	75,723	75,723	75,723	75,723
Number of genes defined by the method	28,110	32,686	29,501	27,876
**Probe remapping result**				
Probes having genome location issues	60,662	60,662	60,662	60,662
Probes matching multiple genes	1,487	10,672	4,360	974
Probes matching no gene	65,443	65,443	65,443	65,443
< 3 probes per probe set	4,378	3,992	4,234	4,402
Good Probes	117,782	108,983	115,053	118,271
Percentage of Good Probes	47.160%	43.636%	46.067%	47.355%

### Impact of probe remapping on two biological data sets

We examined how database usage influences the interpretation of gene expression data from real microarray experiment data. Two biological data sets were used. First we analyzed a published gene expression dataset [17] comparing whole zebrafish embryos at 36 and 52 hours post fertilisation (hpf). A second, in-house, data set analysed gene expression in zebrafish eyes at 3 and 5 days post fertilisation (dpf). 

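The eye data set holds 3 arrays at 3 dpf, 3 at 4 dpf and 3 at 5 dpf, each hybridised with RNA from dissected eyes. The paper compares the 6 arrays at 3 and 5 dpf. The values used here are the authors' deposited log2 signals from GCRMA, one per original Affymetrix probe set, and range from 0.95 to 15.9. Their medians were 5.79, 5.75 and 5.75 for the arrays at 3 dpf and 5.70, 5.74 and 5.78 for those at 5 dpf. Of 15617 probe sets, 10802 carry 1 gene symbol, 135 carry several and 4680 carry none. Log2 fold changes are 3 dpf minus 5 dpf, from a limma fit to the 6 arrays over 15502 probe sets, after 115 control probe sets were left out. A probe set counts as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, the limits of the paper's Methods. Means are given ± the standard deviation (SD) of 3 arrays.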

Probe remapping using the single source database, Ensembl, and the multiple source database, UCSC, were applied. Microarray data analysis was performed using these two customized probe definitions. The eBayes t-test and Splicing Index were used to select differentially expressed genes, and genes showing alternative splicing patterns, respectively, as describe in the *Methods *section. 

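Among probe sets with 1 gene symbol, the largest log2 fold changes in the direction of 3 dpf after matn1 were those of hand2, col10a1a, myl1, hapln1a, hsd17b8, rcn3, acta1a, agr2 and tnnt3a. hand2 encodes a transcription factor of the branchial arches, heart and fins, and its signal was 8.13 ± 0.60 at 3 dpf and 2.77 ± 0.04 at 5 dpf (SD, n = 3). Its log2 fold change was 5.36 (standard error 0.30, adjusted p = 0.0031), and 4.13 (adjusted p = 0.019) when signals under 4 were set to 4, a step that left myl1 at 4.93. myl1, a light chain of fast muscle myosin, was at 9.18 ± 0.41 and 4.07 ± 0.55 (SD, n = 3), a log2 fold change of 5.11 (standard error 0.34, adjusted p = 0.0040). In the other direction, the mitochondrial arginase gene arg2 was at 5.20 ± 2.28 at 3 dpf and 10.89 ± 0.44 at 5 dpf (SD, n = 3), a log2 fold change of -5.69 (standard error 1.15, adjusted p = 0.038). ambp, which encodes a plasma protein made by the liver, was at 4.80 ± 0.99 and 9.32 ± 0.61 (SD, n = 3), a log2 fold change of -4.52 (standard error 0.58, adjusted p = 0.013). The pancreatic enzyme genes ela2l, amy2a, ela2, ela3l and ctrb.2 had log2 fold changes from -5.18 to -3.99. clul1, a clusterin-like gene of cones, had one of -4.09 (standard error 0.73, adjusted p = 0.028).
Over all probe sets 831 were differentially expressed, 371 higher and 460 lower at 3 dpf. In each of the 831 the signals at 3 dpf and at 5 dpf did not overlap, as in 55.4% of all probe sets, against 10% by chance with 3 arrays per group. The 632 with 1 gene symbol stand for 585 genes, 309 higher and 276 lower at 3 dpf. hand2, myl1, hapln1a, hsd17b8, rcn3, acta1a, agr2 and tnnt3a stayed differentially expressed whichever array was left out. Without 3 dpf replicate 3, arg2, col10a1a, clul1, tat, si:dkey-7c18.24 and the 5 enzyme genes did not, and all of these but ctrb.2 also did not without at least 1 other array, with an adjusted p up to 0.141 for ela3l. ambp did not without 3 dpf replicate 2 (adjusted p = 0.052). The count fell to 259 without 3 dpf replicate 3, to 399 without 3 dpf replicate 2 and to 544 without 5 dpf replicate 2. It fell to 409 when signals under 4 were set to 4, which took arg2, amy2a, clul1, ela3l and ctrb.2 out of it (adjusted p from 0.0501 to 0.088).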

Probe remapping using these two databases generated significantly different gene lists (Figure 2).

**Figure 2:**
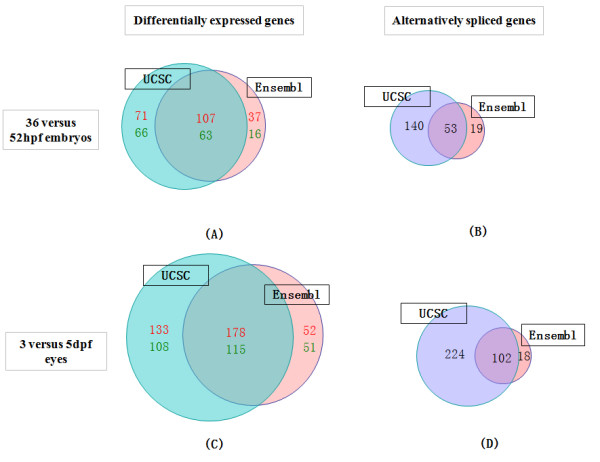
**Comparison of gene lists generated by remapped probe sets using the UCSC and Ensembl databases**. A, C: number of differentially expressed genes. Number of up-regulated genes is in red. Number of down-regulated genes is in green. B, D: number of alternative spliced genes. A, B: 36 versus 52 hpf whole zebrafish embryos data set. C, D: 3 versus 5 dpf zebrafish eyes data set

The differentially expressed genes that were identified using Ensembl were mostly included in the gene list generated using UCSC. This shows that probe remapping using UCSC gives more extensive gene lists when searching for differentially expressed genes. 

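Genes of skeletal muscle and cartilage were higher at 3 dpf than at 5 dpf, and genes of phototransduction and of the early response to stimulation were lower. acta1a, a skeletal muscle actin, was at 9.54 ± 0.16 at 3 dpf and 5.41 ± 0.28 at 5 dpf (SD, n = 3), a log2 fold change of 4.13 (standard error 0.17, adjusted p = 0.0013). Of 49 muscle genes 20 were higher and 0 lower (27 and 0 adjusted over the list alone), and camera gave the list an adjusted p of 7.1e-11, but adjusted p = 0.23 with an estimated correlation. col2a1a, a chain of the type II collagen of cartilage, had a log2 fold change of 3.21 (standard error 0.25, adjusted p = 0.0051). Of 32 cartilage genes 11 were higher and 0 lower (11 and 0 adjusted over the list alone), with a list adjusted p of 1.4e-04, but adjusted p = 0.34 with an estimated correlation. guca1b, an activator of the guanylate cyclase of photoreceptors, was at 7.50 ± 0.36 at 3 dpf and 9.55 ± 0.25 at 5 dpf (SD, n = 3), a log2 fold change of -2.05 (standard error 0.22, adjusted p = 0.0095). Of 36 phototransduction genes 7 were lower and 0 higher (7 and 0 adjusted over the list alone), with a list adjusted p of 1.3e-04, but adjusted p = 0.34 with an estimated correlation. npas4a, a transcription factor induced by neuronal activity, had a log2 fold change of -2.87 (standard error 0.19, adjusted p = 0.0038). Of 39 early response genes 14 were lower and 1 higher (19 and 1 adjusted over the list alone), with a list adjusted p of 2.3e-08, but adjusted p = 0.23 with an estimated correlation. Of 79 cell cycle genes 5 were higher and 1 lower (9 and 1 adjusted over the list alone), among them incenp, of the chromosomal passenger complex, at 1.51 (standard error 0.20, adjusted p = 0.014). The median of the cell cycle genes was 0.69, and their list had an adjusted p of 5.7e-12, but adjusted p = 0.34 with an estimated correlation.
Without 3 dpf replicate 3 limma placed 9 muscle genes and 0 cell cycle genes higher (33 of the latter at unadjusted p under 0.05), and incenp had an adjusted p of 0.056. The same fit placed 6 early response genes and 0 phototransduction genes lower (15 of the latter at unadjusted p under 0.05), and guca1b had an adjusted p of 0.051. Muscle genes placed higher numbered 11, 12 and 12 without 3 dpf replicate 1, 3 dpf replicate 2 and 5 dpf replicate 2. Phototransduction genes placed lower numbered 2 without 3 dpf replicate 2 or 5 dpf replicate 2, and early response genes 6 and 8. Cell cycle genes placed higher numbered 2 without 3 dpf replicate 2 or 5 dpf replicate 1 and 12 without 5 dpf replicate 3. From the overlap of its lists the paper reasons that most genes found with Ensembl are also found with UCSC, and it concludes that UCSC gives the more extensive list. The signals used here are of the original probe sets, so the 2 remappings were not compared.

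**Figure D1:**
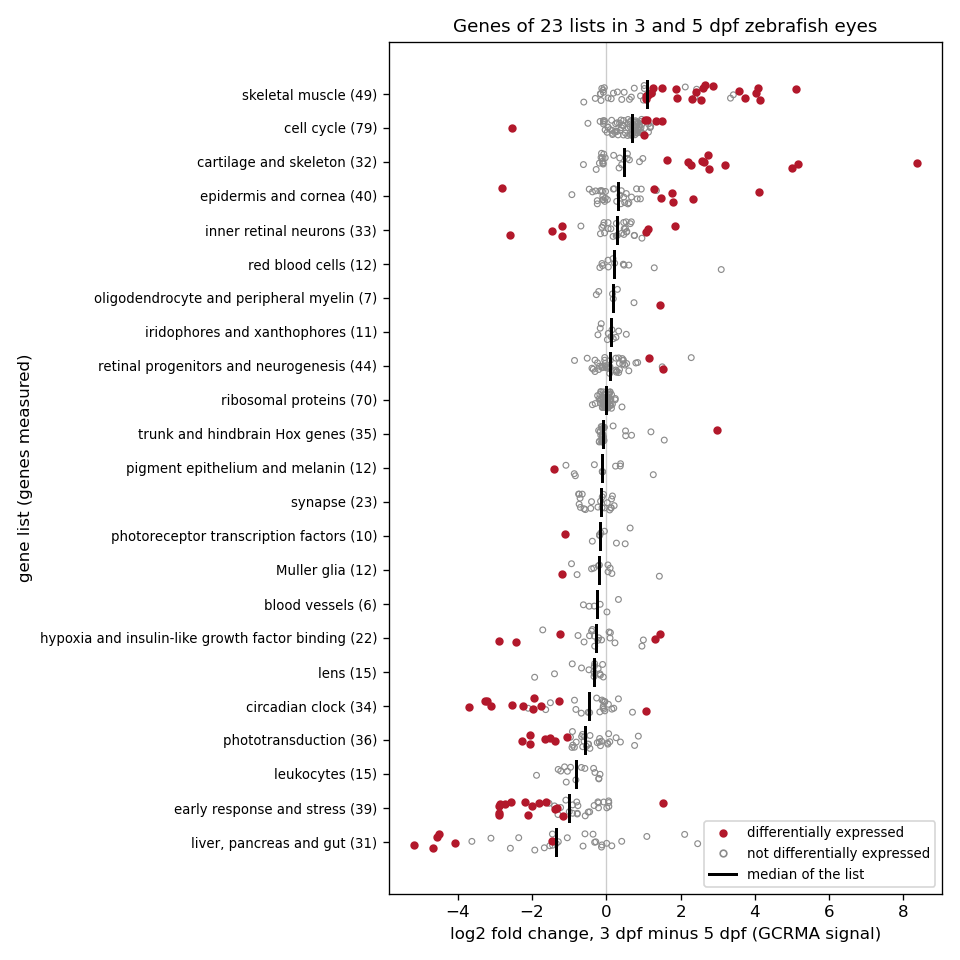
Log2 fold change between 3 and 5 dpf of each gene in 23 gene lists, with the median of each list. Filled points are differentially expressed genes.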

A further benefit of using the multiple source database, UCSC, is the ability to predict more alternative splicing events. Exclusively more genes were identified showing alternative splicing patterns using UCSC than using Ensembl.

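In hsd17b8, hapln1a and txndc5, probe sets of one gene moved by different amounts between 3 and 5 dpf, and these 3 genes were chosen after their values were seen. hsd17b8 encodes a subunit of an enzyme of mitochondrial fatty acid synthesis. One of its probe sets was at 10.62 ± 0.45 at 3 dpf and 5.63 ± 0.20 at 5 dpf (SD, n = 3), a log2 fold change of 5.00 (standard error 0.25, adjusted p = 0.0022). The other was at 6.34 ± 0.09 and 6.60 ± 0.22 (SD, n = 3), a log2 fold change of -0.26 (standard error 0.13, adjusted p = 0.199). hapln1a encodes a link protein of cartilage matrix, and the log2 fold changes of its 6 probe sets ran from 5.00 to -0.22, where the 3 that did not move had means of 2.05 to 3.36 at both ages. txndc5 encodes a disulfide isomerase of the endoplasmic reticulum, and 2 of its 6 probe sets were higher at 3 dpf, by 1.47 (adjusted p = 0.0043) and 1.54 (adjusted p = 0.0079), and 3 of the other 4 had means of 2.29 to 3.59. Of 1539 genes with at least 2 probe sets, 122 passed ±0.5 on the Splicing Index of the Methods, and in 93 of these one probe set passed upward and another downward. The index is taken from the mean over a gene's probe sets. A gene with 2 probe sets that passes therefore always passes both ways, even where only 1 of them moved, as in hsd17b8. The 9 other ways of dividing the same 6 arrays into 3 and 3 passed 11 to 78 genes (median 38). diffSplice, a test in limma, found 108 genes at an adjusted p under 0.05, 70 of them among the 122. Of the 239 probe sets past the threshold, 123 had means under 5 at both ages, as had 1476 of the 3302 not past it. The count was 18 genes when only probe sets with a mean of at least 5 were used, and 280 when the signals of a gene were averaged before taking logarithms. The filter removed a probe set from 109 of the 122 genes and from 940 of the 1417 others. A gene left with 1 probe set was no longer tested, so the fall to 18 comes in part from fewer genes tested.

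**Figure D2:**
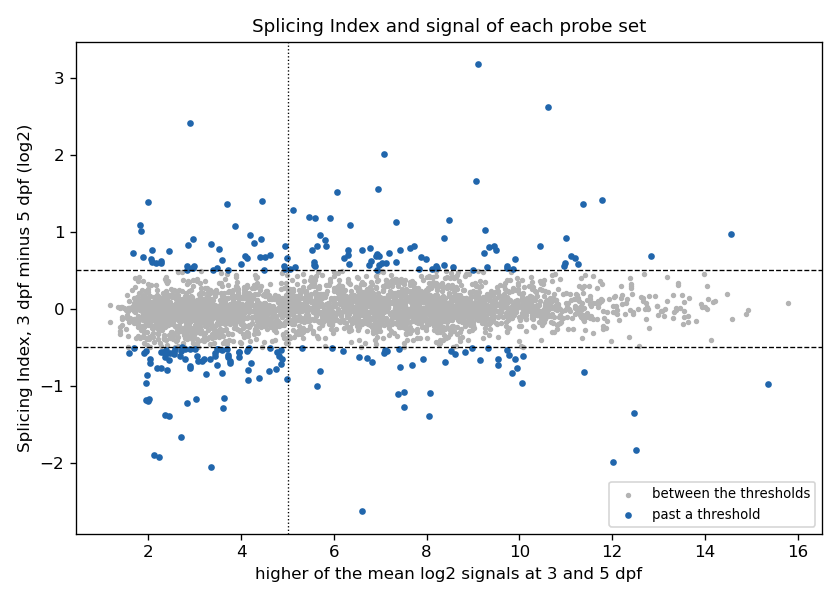
Splicing Index of each probe set in genes with at least 2 probe sets, against the higher of its mean log2 signals at 3 and 5 dpf. Dashed lines mark the ±0.5 thresholds and the dotted line a signal of 5.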

A few genes which were interpreted differently using these two databases in the 3 versus 5 dpf eyes gene lists were selected for experimental validation using real-time PCR. 

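matn1, which encodes the cartilage matrix protein matrilin 1, was at 12.89 ± 0.36 at 3 dpf and 4.53 ± 0.18 at 5 dpf (SD, n = 3). Its log2 fold change of 8.36 (standard error 0.21, adjusted p = 4.7e-04) was the largest of all probe sets, and it was 8.22 or more whichever array was left out. igfbp1 encodes a binding protein of insulin-like growth factors, and 3 probe sets measure its zebrafish copies igfbp1a and igfbp1b. That of igfbp1b was at 3.95 ± 0.57 and 6.39 ± 0.87 (SD, n = 3), a log2 fold change of -2.44 (standard error 0.52, adjusted p = 0.043). One of igfbp1a was at 7.66 ± 0.42 and 9.71 ± 0.81 (SD, n = 3), a log2 fold change of -2.06 (standard error 0.45, adjusted p = 0.048). The probe set with the highest mean, also of igfbp1a, represents igfbp1 by a rule set before the values were seen, and was not differentially expressed. It was at 7.95 ± 0.60 and 9.66 ± 0.90 (SD, n = 3), a log2 fold change of -1.71 (standard error 0.54, adjusted p = 0.098). It was differentially expressed among probe sets with a mean of at least 5 (adjusted p = 0.042) and in a fit to all 9 arrays (adjusted p = 0.035).
arhgap12 encodes a GTPase-activating protein. Its copy arhgap12a was differentially expressed, at 8.12 ± 0.27 and 9.54 ± 0.37 (SD, n = 3), a log2 fold change of -1.41 (standard error 0.23, adjusted p = 0.023). The brighter arhgap12b was not, at 9.73 ± 0.11 and 10.52 ± 0.36 (SD, n = 3), a log2 fold change of -0.79 (standard error 0.19, adjusted p = 0.059). With 1 array left out, the lesser igfbp1a probe set was differentially expressed in 0 of 6 fits (adjusted p up to 0.143). That of igfbp1b was so only without 5 dpf replicate 1 (otherwise up to 0.127), and arhgap12a only without 5 dpf replicate 1 or 5 dpf replicate 3 (otherwise up to 0.083). In the paper's real-time PCR the linear fold of 3 dpf over 5 dpf was 36.4 for matn1, 0.401 for igfbp1 and 0.289 for arhgap12. The array changes given here are on the log2 scale, and on a common scale that of matn1 was larger by array than by PCR.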

Four genes show significant differential expression in the 3 versus 5 dpf eyes, but are only detected using the multiple source database, UCSC (Figure 3, Additional file 2). The real-time PCR results prove that all these transcripts are expressed and not an artefact of our analysis. Three out of the four genes were validated as significantly differentially expressed by real-time PCR analyses.

**Figure 3:**
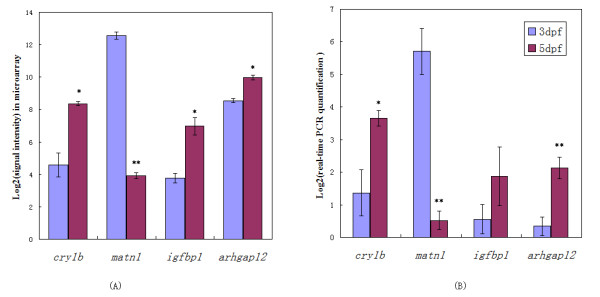
**Real-time PCR validation of differentially expressed genes in the 3 versus 5 dpf zebrafish eyes data set**. These genes can only be detected by remapping using the multiple source database, UCSC. (A) Signal intensities from microarray data. (B) Real-time PCR results depicted as relative abundance compared to lowest abundance sample. *: p-value < 0.05. **: p-value < 0.01.

The gene *cry1b *is illustrated as an example in Figure 4. *Cry1b *encodes the cryptochrome 1b protein which is reported to regulate circadian rhythms [18]. Five transcripts were annotated for *cry1b *gene in the UCSC genome browser, two from Ensembl, one from RefSeq and two from GenBank. Affymetrix probes only targeted two *cry1b *transcripts, NM_131790 and BC044558, from RefSeq and GenBank respectively. The *cry1b *gene was identified in the microarray as having -3.8 log2 fold change (fold change of 0.078, qvalue = 0.026) and verified using real-time PCR as -2.3 log2 fold change (fold change of 0.204, pvalue = 0.019).

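The probe set of cry1b, a cryptochrome gene of the circadian clock, was at 4.60 ± 1.12 at 3 dpf and 7.87 ± 0.40 at 5 dpf (SD, n = 3). Its log2 fold change was -3.28 (standard error 0.59, adjusted p = 0.029), so cry1b was differentially expressed and lower at 3 dpf. Other clock genes were lower as well. cry2, another cryptochrome gene, had a log2 fold change of -3.22 (standard error 0.47, adjusted p = 0.018), and bhlhe41, a repressor in the clock loop, one of -3.71 (standard error 0.61, adjusted p = 0.023). bmal2, an activator in the loop named after its value was seen, was higher by 1.06 (adjusted p = 0.036), but not without 3 dpf replicate 2, 3 dpf replicate 3 or any one of the 5 dpf arrays. Of 34 clock genes 10 were lower and 1 higher (13 and 1 adjusted over the list alone), with a list adjusted p of 8.3e-04, but adjusted p = 0.23 with an estimated correlation. With 1 array left out cry1b ranged from -3.90 to -2.82. Its adjusted p was 0.073 without 3 dpf replicate 2 and 0.108 without 3 dpf replicate 3. It was 0.066, 0.084 and 0.057 without 5 dpf replicate 1, 2 or 3. Setting signals under 4 to 4 gave -3.17 (adjusted p = 0.066). Without 3 dpf replicate 2, 3 dpf replicate 3 or 5 dpf replicate 2, limma placed 0 clock genes lower, cry2 and bhlhe41 included (16, 17 and 18 at unadjusted p under 0.05). Without 5 dpf replicate 1 or 5 dpf replicate 3 it placed 3 lower.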

**Figure 4:**
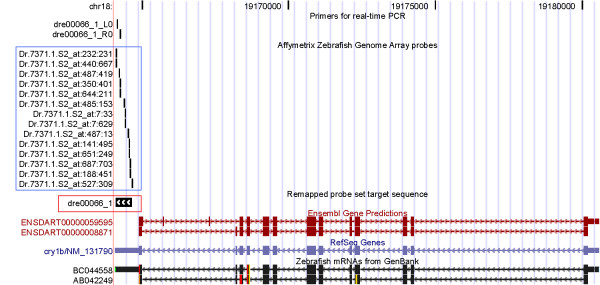
**Schematic view of *cry1b *showing the advantage of integrating multiple databases**. Dr.7371.1.S2_at is the original Affymetrix probe set targeting *cry1b *as shown in the blue square. dre00066_1 is the remapped probe set as shown in red square. Affymetrix probes match the RefSeq transcript NM_131790 and the GenBank transcript BC044558but no Ensembl transcript is matched by this probe set. dre00066_1_L0 and dre00066_1_R0 are primers used in the real-time PCR.

We use *tpm3 *as an example for the verification of alternative splicing (Figure 5). *Tpm3 *encodes a tropomyosin family actin-binding protein involved in muscle contraction [19]. One of the probe sets for *tpm3*, dre03301_1, can only be mapped using the RefSeq and GenBank databases. 

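tpm3 encodes a tropomyosin, a protein along actin filaments, and its 2 probe sets changed by different amounts. The one inside dre03301_1 was at 10.80 ± 0.09 at 3 dpf and 10.18 ± 0.11 at 5 dpf (SD, n = 3), a log2 fold change of 0.62 (standard error 0.085, adjusted p = 0.015), less than the 2-fold limit. The one inside dre03301_2 was at 7.94 ± 0.31 and 3.04 ± 0.55 (SD, n = 3), a log2 fold change of 4.89 (standard error 0.32, adjusted p = 0.0037). It stayed differentially expressed whichever array was left out, between 4.58 and 5.08. At 5 dpf its signal was low, and with signals under 4 set to 4 its log2 fold change was 3.94. The difference between the 2 log2 fold changes was -4.27 (standard error 0.35, adjusted p = 0.0043 over 2609 pairs of probe sets, each pair of one gene), and -3.31 (adjusted p = 0.0018) with signals under 4 set to 4. By exact permutation it had p = 0.10, the smallest possible with 3 arrays per group. By the same limma test 134 pairs differed. The 2 probe sets are both assigned to tpm3 by the legend of Fig. 5, and their Splicing Index was -2.13 and 2.13, opposite by construction. tpm3 is a member of the skeletal muscle list, which had a median log2 fold change of 1.11 with 20 of 49 genes higher, but adjusted p = 0.23 with an estimated correlation. The probe set at 4.89 carries no gene symbol in the annotation, so it did not enter that list. The paper's real-time PCR gave linear folds of 1.50 and 2.17 for the 2 regions. For the second region that is a smaller change than the log2 fold change of 4.89 by array.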

The log2 fold changes for the *tpm3 *probe sets in the microarray results were 0.540 and 4.941 (fold changes of 1.456 and 31.565 respectively), and verified as 0.582 and 1.118 (fold changes of 1.497 and 2.171 respectively) in the real-time PCR results. The real-time PCR result confirmed that the *tpm3 *transcripts annotated in RefSeq and GenBank are expressed, and are true splice variants of the transcript annotated in Ensembl.

**Figure 5:**
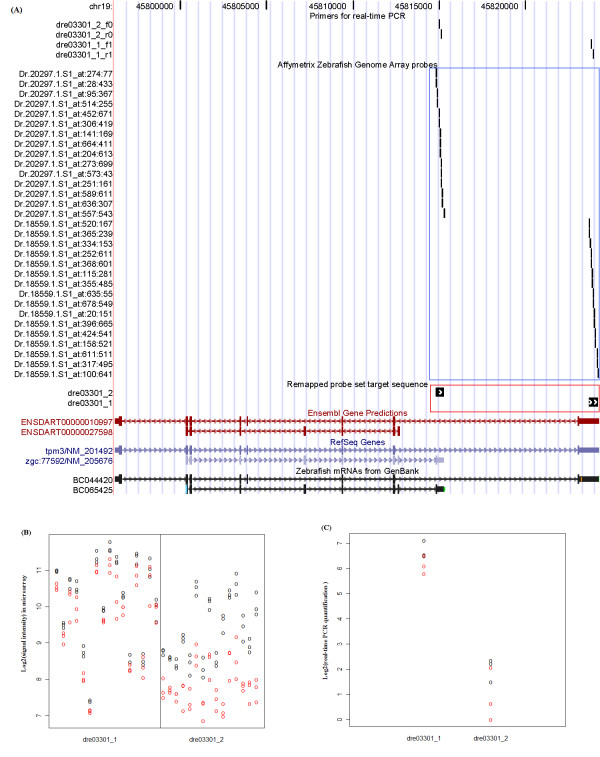
**Schematic view of *tpm3 *showing the advantage of integrating multiple databases in revealing alternative splicing pattern**. (A) Schematic view of *tpm3*. dre03301_1 and dre03301_2 (in the red square) are remapped probe sets with probes from Dr.18559.1.S1_at and Dr.20297.1.S1_at (in the blue square) respectively. (B) Log-base 2 signals of the probes from the remapped probe sets with 3dpf and 5dpf gene expression in black and red dots, respectively. (C) The real-time PCR results depicted as relative quantification compared to lowest abundance sample.

## Discussion

### Gene specific transcript level probe remapping protocol

Several protocols have been published to improve probe remapping of Affymetrix microarrays. The general protocol is to remove the problematic probes and group the remainder by the gene or transcript that they target. The protocol that we implement here has been optimised to use a combination of features from existing protocols [1,3-5]. Casneuf et al. reported that expression of nonspecific probes was highly correlated with off-target genes [16]. Thus, we removed the genome-nonspecific probes in order to minimize the off-target probe pairing. This is more stringent than previous published methods. AffyProbeMiner has provided transcript consistent and gene consistent probe sets by clustering probes matching the same set of transcripts and genes [4]. However, probes matching multiple genes should be avoided. Moll et al. aligned the probes to the transcriptome [1,2]. Yet this may include probes that match unannotated transcripts, or transcripts which are non-alignable to the current genome.

How to group the probes into probe sets is a further concern in probe remapping. The transcript level probe remapping should reveal differences in gene splice isoforms. Dai et al. provided transcript targeted probe sets by grouping probes targeting individual transcripts [1] but this generated redundant probes in the remapping. The transcript level probe remapping used in this study is more appropriate as it clusters probes when they match the same set of transcripts [2-4]. Moll et al. applied a similar method and validated the splice variants by real time PCR [2]. Lu et al. also reported that this transcript level remapping reduced the platform variance between microarrays [3]. None of them, however, provided any method to measure the expression variation of gene splice isoforms.

Li et al. developed an ANOVA model based method to calculate the variance of the sibling Affymetrix probe sets [20]. This model is widely used with Affymetrix exon microarrays to detect splice isoform variation [11]. However, 3' gene expression microarrays have a strong signal bias towards probes targeting the 3' ends of genes. The probe hybridization efficiency with targeting genes may also affect the signal strength. These signal biases may affect the ANOVA model by giving false positive p-values. The Splicing Index calculates the tissue specific expression by pair-wise comparison of the normalized intensities [12,13] and therefore, is more appropriate for 3' gene expression microarrays. Thus, in this work, we used the Splicing Index to measure the alternative splicing patterns in 3' gene expression microarrays.

### Impact of database usage on microarray analysis

Database usage is a major concern in microarray data analysis. As shown by Dai et al., the difference in probe set content using different databases caused a 30-50% difference in differentially expressed gene lists [1]. Moll et al. compared their remapping results for HG-U133A with the AffyProbeMiner mapping [2]. AffyProbeMiner defined 10,226 probe sets using RefSeq, whereas Moll et al. yielded 7,941 probe sets using Ensembl. Only 3,412 probe sets were identical between the two approaches. Our study reported a similar result. The number of genes having the same probe sets across databases ranged from 3,551 to 5,442 when compared between single source databases and the multiple source database UCSC (Table 4). However, none of the previous protocols provided any appropriate method to reconcile the large differences between the databases. Dai et al. provided downloadable remapping results using each individual database [1]. AffyProbeMiner reported that using RefSeq and GenBank together may improve the mapping of the probes [4]. Unfortunately, the database integration method used by AffyProbeMiner was computationally intensive using BLAT alignments of GenBank transcripts to the genome sequences. Furthermore, they did not integrate transcript information from Ensembl.

Here, we provide a more practical genome annotation method by downloading transcript information from UCSC, and clustering the transcripts by overlapping coding exons (*exlink*). This protocol was implemented in a Perl script and the genome reannotation can be finished within minutes. This protocol can be applied to any of the more than 40 species deposited in the UCSC genome browser to rebuild the genome annotation [10]. *Exlink *provides a biologically meaningful annotation, and can easily be applied to all species with published genome sequences. It should be pointed out, however, that the gene definition methods compared in this manuscript, *exbd*, *itbd *and *exlink*, from RefSeq, Aceview and Ensembl respectively, all involve manual correction. Thus it is impossible to fully repeat their work in our study.

The issues described here become even more serious during the analysis of data from next-generation RNA sequencing [21]. In these analyses, 20-25% of the good quality reads with unique matches to the genome cannot be mapped to annotated genes in Ensembl or Eldorado. It suggests our knowledge of the genomes is still limited and much work still needs to be done to improve the genome annotation. The annotation provided in this study is a combination of the information from three databases. This is easily applied and is essential in fully interpreting such large-scale data sets.

## Conclusions

We developed an improved probe remapping protocol based on mapping probes to the genome sequence, removing nonspecific probes and grouping the probes into transcript level probe sets. The protocol is based on a combined zebrafish genome annotation by integrating the Ensembl, RefSeq and GenBank databases together. This integrated genome annotation will reduce database variation bias in large scale gene expression studies. The data analysis protocol used in this study improves the interpretation of gene expression data. This approach could easily be applied to other species and gene expression measurement platforms such as exon microarrays or RNA seq.

## Methods

### Data sources

Zebrafish transcriptome cross reference files were downloaded from Ensembl (Zv7, July 2007), RefSeq (Zv7 Build3, July 2008), GenBank (October 23, 2008), Biomart (Zv7, Ensembl 52 genes) and ZFIN (October 23, 2008) (Table 1). The cross-reference files link the transcript IDs with gene IDs. Zebrafish genome sequences, transcriptome alignment coordinates and coding sequence (CDS) coordinates were downloaded from the UCSC genome browser. Only transcripts with 96% base identity with the genomic sequence were kept. If the transcripts had multiple alignments to the genome, only alignments having a base identity level within 0.1% of the best for RefSeq transcripts, and 0.5% of the best for GenBank transcripts were kept [10]. The Affymetrix Zebrafish Genome Array probe sequences and Chip Description File (CDF) were downloaded from NetAffx (October 23, 2008) [15].

### Probe mapping and redefinition of the probe sets

The remapping protocol was adapted from a probe remapping protocol described by Dai in 2005 [1]. The remapping was performed as follows. The Affymetrix probe sequences were aligned to the zebrafish genome using Exonerate [14]. Only probes that had perfect sequence identity with the genome were used in the study. Probes with no match to the genome or which matched multiple times, were removed, because these probes may match unannotated genes. These two filters ensure the probes will hybridize to a specific location in the genome. An exception is that probes having no match to the genome, but which match transcript sequences, were considered as probes which cross exon boundaries, and were included in this analysis . This was performed by assembling transcript sequences from the GenBank, RefSeq and Ensembl databases from the transcribed regions of the genome. The Affymetrix probe sequences were aligned to the transcript sequences using Exonerate [14]. .

Probes which matched multiple genes were removed because these probes may generate nonspecific signals. This was due to probes mapping to the overlapping untranslated regions (UTRs) of pairs of genes. Probes matched to the intergenic regions or introns of genes were removed. Reverse complementary probes were organized into a different probe set. Because these probes targeted the opposite strand of the transcript, they usually generate a much weaker signal than the probes targeting the positive strand of the transcript (further analysis of this is given in Additional File 1).

The major change from Dai's protocol was that probes were reorganized in transcript-level probe sets by clustering probes matching the same set of transcripts, in order to measure transcript level expression. Apart from the above filters, we also required that each new probe set should include more than 3 probes (see Additional File 1 for further details). The remapped probe set definition was transformed into new probe sequence and CDF packages using the Bioconductor packages, *matchprobes *[22] and *makecdfenv *[23]. R libraries of the probe and CDF packages, and annotation of the remapped probe sets are provided in Additional File 3. The probe remapping protocol is implemented in a Perl script, and provided in Additional File 4.

### Gene definition

*Exlink*, the gene definition proposed by Ensembl was used in the study in order to organize transcripts from multiple databases [6]. Transcripts overlapping in coding exons were clustered in the same gene. Gene annotation using *exlink *is provided as Additional File 5. Several other gene definitions were also used to demonstrate the impact of gene definition on the probe remapping. *Itbd*, the gene definition proposed by Aceview [8], clusters all transcripts which share at least one intron boundary. *Exbd*, the gene definition proposed by RefSeq, clusters all transcripts sharing both boundaries of at least one exon [24]. *Overlap_0*, the old gene definition used by Ensembl, clusters all transcripts which overlap in the exon sequences [25]. The gene definition protocols are implemented in Perl scripts, provided in Additional File 4.

### Microarray experiment

Eyes were dissected from 3 and 5 days post fertilization (dpf) zebrafish larvae, and total RNA extracted with Qiashredder columns and the RNeasy Minikit (Qiagen, Hilden, Germany) in an RNase-free environment. RNA was quantified using the Nanodrop ND-1000 (ThermoScientific) and quality was determined using RNA 6000 Pico chips with the Bioanalyzer 2100 (Agilent). Three biological replicates per timepoint with equal amounts of RNA were amplified and labelled using a two-cycle target labelling protocol (Affymetrix) and hybridised with Affymetrix Zebrafish Genome Arrays. The 3 and 5 dpf eyes microarray data set was deposited in GEO with series accession ID of GSE19320. A published microarray data set studying 36 and 52 hours post fertilization (hpf) whole zebrafish embryos was downloaded from GEO, with sample accession IDs from GSM224790 to GSM224796 [17]. All experimental research on animals followed internationally recognized guidelines and approval from the UCD Animal Research Ethics Committee.

### Microarray data analysis

The signal intensity of the microarray was normalized and summarized using the Bioconductor package, *gcrma *[26]. Differentially expressed genes were selected by using Bioconductor package, *limma *[27]. The eBayes p-value was adjusted by using Benjamini & Hochberg's method [28]. The threshold for differentially expressed genes was set as adjusted p-value < 0.05 and fold change ≥2 or ≤0.5.

### Predicting splice variants

For genes with multiple probe sets, the Splicing Index [12,13] is calculated in order to predict tissue specific alternative splicing patterns. First, the signal of each probe set for the gene is normalized. The normalized intensity for probe set i in tissue x (NI_i, x_) is calculated as the signal intensity of probe set i in tissue x (P_i, x_) divided by the signal intensity of gene G in tissue x (G_x_).(1)

After obtaining the tissue specific normalized intensity for the probe set, the expression of the probe set among different tissues can be compared. When only two tissue specific expressions are measured in the experiment, SI is calculated as:(2)

Where NI_i,1 _is the normalized intensity of the probe set i in the first tissue, and NI_i,2 _in the second tissue.

If the Splicing Index for any probe set of a gene is ≥0.5 or ≤-0.5, this gene is predicted to be alternatively spliced [29]. The probe set expressions are used separately to indicate transcript level expression. If the Splicing Indexes for all probe sets in this gene are below this threshold, the probe set expressions can be averaged to indicate the gene level expression.

### Real-time PCR validation

To validate the microarray results, real-time PCR was used. Total RNA was extracted from zebrafish eyes as described above. Three biological replicates per time-point with equal amounts of RNA were reverse transcribed to cDNA with random hexamers using the SuperScript III First-Strand Synthesis System (Invitrogen, UK). Negative controls were synthesized using the same reaction without SuperScript III enzyme. Real-time PCR was performed on three biological replicates per timepoint using the ABI 7900HT Sequence Detection System with SYBR Green as the reporter. The initial cycle was 2 minutes at 50°C and 10 minutes at 95°C. Then the samples were cycled at 95°C for 15 seconds and 60°C for 1 minute. 18s rRNA primers were used as control. The primers were designed using Primer3 [30] and synthesised by Eurofins MWG Operon (Germany). Primer sequences are listed in Additional File 2. All primers showed specific amplification in real-time PCR. Water and negative controls were not detected in the real-time PCR (Ct>40). Real-time data were normalized according to 18s rRNA, and standardized to the lowest abundance value. The algorithm was illustrated using Microsoft Excel in Additional File 2.

## Authors' contributions

The project was conceived by JY and supervised by BK and DH. All data analysis was carried out by JY with advice and input from IBJ and DH. The RNA extraction and PCR were done by JY under the guidance of SMcL and BK. The microarray gene expression experiments were done by AG under the guidance of BK. JY wrote the manuscript with input from all authors. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Further investigation of parameters used in probe remapping Click here for file

Additional file 2 Real-time PCR primer sequences and results Click here for file

Additional file 3 Probe sequence and CDF R libraries of probe remapping using UCSC database, and annotation of the remapped probe sets Click here for file

Additional file 4 Perl scripts mapping probes, and clustering gene transcripts Click here for file

Additional file 5 Gene annotation of UCSC transcripts by clustering transcripts overlapping in coding exons Click here for file

## References

[B1] DaiMWangPBoydADKostovGAtheyBJonesEGBunneyWEMyersRMSpeedTPAkilHWatsonSJMengFEvolving gene/transcript definitions significantly alter the interpretation of GeneChip dataNucleic Acids Res200533e17510.1093/nar/gni17916284200PMC1283542

[B2] MollAGLindenmeyerMTKretzlerMNelsonPJZimmerRCohenCDTranscript-specific expression profiles derived from sequence-based analysis of standard microarraysPLoS ONE20094e470210.1371/journal.pone.000470219277110PMC2650090

[B3] LuJLeeJCSalitMLCamMCTranscript-based redefinition of grouped oligonucleotide probe sets using AceView: high-resolution annotation for microarraysBMC Bioinformatics2007810810.1186/1471-2105-8-10817394657PMC1853115

[B4] LiuHZeebergBRQuGKoruAGFerrucciAKahnARyanMCNuhanovicAMunsonPJReinholdWCKaneDWWeinsteinJNAffyProbeMiner: a web resource for computing or retrieving accurately redefined Affymetrix probe setsBioinformatics2007232385239010.1093/bioinformatics/btm36017660211

[B5] LeeJCStilesDLuJCamMCA detailed transcript-level probe annotation reveals alternative splicing based microarray platform differencesBMC Genomics2007828410.1186/1471-2164-8-28417708771PMC2000902

[B6] FlicekPAkenBLBealKBallesterBCaccamoMChenYClarkeLCoatesGCunninghamFCuttsTDownTDyerSCEyreTFitzgeraldSFernandez-BanetJGrafSHaiderSHammondMHollandRHoweKLHoweKJohnsonNJenkinsonAKahariAKeefeDKokocinskiFKuleshaELawsonDLongdenIMegyKEnsembl 2008Nucleic Acids Res200836D70771410.1093/nar/gkm98818000006PMC2238821

[B7] PruittKDTatusovaTMaglottDRNCBI reference sequences (RefSeq): a curated non-redundant sequence database of genomes, transcripts and proteinsNucleic Acids Res200735D616510.1093/nar/gkl84217130148PMC1716718

[B8] Thierry-MiegDThierry-MiegJAceView: a comprehensive cDNA-supported gene and transcripts annotationGenome Biol20067Suppl 1111410.1186/gb-2006-7-s1-s12PMC181054916925834

[B9] SpragueJBayraktarogluLBradfordYConlinTDunnNFashenaDFrazerKHaendelMHoweDGKnightJManiPMoxonSAPichCRamachandranSSchaperKSegerdellEShaoXSingerASongPSprungerBVan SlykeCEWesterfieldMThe Zebrafish Information Network: the zebrafish model organism database provides expanded support for genotypes and phenotypesNucleic Acids Res200836D76877210.1093/nar/gkm95617991680PMC2238839

[B10] KarolchikDKuhnRMBaertschRBarberGPClawsonHDiekhansMGiardineBHarteRAHinrichsASHsuFKoberKMMillerWPedersenJSPohlARaneyBJRheadBRosenbloomKRSmithKEStankeMThakkapallayilATrumbowerHWangTZweigASHausslerDKentWJThe UCSC Genome Browser Database: 2008 updateNucleic Acids Res200836D77377910.1093/nar/gkm96618086701PMC2238835

[B11] Cuperlovic-CulfMBelacelNCulfASOuelletteRJData analysis of alternative splicing microarraysDrug Discov Today20061198399010.1016/j.drudis.2006.09.01117055407

[B12] SrinivasanKShiueLHayesJDCentersRFitzwaterSLoewenREdmondsonLRBryantJSmithMRommelfangerCWelchVClarkTASugnetCWHoweKJMandel-GutfreundYAresMJrDetection and measurement of alternative splicing using splicing-sensitive microarraysMethods20053734535910.1016/j.ymeth.2005.09.00716314264

[B13] ClarkTASugnetCWAresMJrGenomewide analysis of mRNA processing in yeast using splicing-specific microarraysScience200229690791010.1126/science.106941511988574

[B14] SlaterGSBirneyEAutomated generation of heuristics for biological sequence comparisonBMC Bioinformatics200563110.1186/1471-2105-6-3115713233PMC553969

[B15] LiuGLoraineAEShigetaRClineMChengJValmeekamVSunSKulpDSiani-RoseMANetAffx: Affymetrix probesets and annotationsNucleic Acids Res200331828610.1093/nar/gkg12112519953PMC165568

[B16] CasneufTPeerY Van deHuberWIn situ analysis of cross-hybridisation on microarrays and the inference of expression correlationBMC Bioinformatics2007846110.1186/1471-2105-8-46118039370PMC2213692

[B17] LeungYFMaPLinkBADowlingJEFactorial microarray analysis of zebrafish retinal developmentProc Natl AcadSci USA2008105129091291410.1073/pnas.0806038105PMC252906318753621

[B18] KobayashiYIshikawaTHirayamaJDaiyasuHKanaiSTohHFukudaITsujimuraTTeradaNKameiYYubaSIwaiSTodoTMolecular analysis of zebrafish photolyase/cryptochrome family: two types of cryptochromes present in zebrafishGenes Cells2000572573810.1046/j.1365-2443.2000.00364.x10971654

[B19] Lees-MillerJPHelfmanDMThe molecular basis for tropomyosin isoform diversityBioessays19911342943710.1002/bies.9501309021796905

[B20] LiHZhuDCookMA statistical framework for consolidating "sibling" probe sets for Affymetrix GeneChip dataBMC Genomics2008918810.1186/1471-2164-9-18818435860PMC2397416

[B21] SultanMSchulzMHRichardHMagenAKlingenhoffAScherfMSeifertMBorodinaTSoldatovAParkhomchukDSchmidtDO'KeeffeSHaasSVingronMLehrachHYaspoMLA global view of gene activity and alternative splicing by deep sequencing of the human transcriptomeScience200832195696010.1126/science.116034218599741

[B22] HuberWGentlemanRmatchprobes: a Bioconductor package for the sequence-matching of microarray probe elementsBioinformatics2004201651165210.1093/bioinformatics/bth13314988118

[B23] IrizarryRAGautierLHuberWBolstadBMmakecdfenv: CDF Environment MakerR package version 11602006http://www.bioconductor.org/packages/2.2/bioc/html/makecdfenv.html

[B24] The NCBI Handbook2003http://www.ncbi.nlm.nih.gov/bookshelf/br.fcgi?book=handbook

[B25] CurwenVEyrasEAndrewsTDClarkeLMonginESearleSMClampMThe Ensembl automatic gene annotation systemGenome Res20041494295010.1101/gr.185800415123590PMC479124

[B26] WuZIrizarryRGentlemanRMurilloFMSpencerFA Model-Based Background Adjustment for Oligonucleotide Expression ArraysJournal of the American Statistical Association20049990991710.1198/016214504000000683

[B27] SmythGKLinear models and empirical bayes methods for assessing differential expression in microarray experimentsStat Appl Genet Mol Biol20043Article31664680910.2202/1544-6115.1027

[B28] BenjaminiYHochbergYControlling the false discovery rate: a practical and powerful approach to multiple testingJournal of the Royal Statistical Society199557289300

[B29] AffymetrixIdentifying and Validating Alternative Splicing EventsTechnical Notehttp://www.affymetrix.com/support/technical/technotes/id_altsplicingevents_technote.pdf

[B30] RozenSSkaletskyHPrimer3 on the WWW for general users and for biologist programmersMethods Mol Biol20001323653861054784710.1385/1-59259-192-2:365

How the deposited data were processed for this re-analysis (not part of the article)

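The series holds 9 arrays of the Affymetrix Zebrafish Genome Array, 3 each from dissected eyes at 3, 4 and 5 dpf. The paper states biological replicates for 3 and 5 dpf. The labels of the 4 dpf arrays give only a replicate number, and each is treated as 1 biological replicate. The paper describes the 3 and 5 dpf arrays, and those 6 carry every passage on its conclusions. The 4 dpf arrays are used only where 4 dpf or a fit to all 9 arrays is named. Array medians at 4 dpf were 5.77, 5.75 and 5.77. The log2 signals are those the authors deposited, made by them with GCRMA, whose version is not given in the sources used here. Whether all 9 arrays were normalized together is unknown, and no further normalization was applied. The lowest signals of the 4 dpf arrays were 0.95 to 1.00, against 1.09 to 1.16 for the arrays at 3 and 5 dpf. Any difference in processing of the 4 dpf arrays cannot be told apart from age. Between 55.6% and 56.0% of the probe sets of each array had a signal of at least 5. Correlations between arrays of one time point ran from 0.983 to 0.995, and between time points from 0.964 to 0.991. At most 114 probe sets had exactly the same deposited value on a pair of arrays, so no array repeats another.

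The file gives 1 value for each original Affymetrix probe set. Remapping the probes to UCSC and Ensembl transcripts is a step that the values used here do not include, so the numbers of genes that only 1 of the 2 databases finds were not counted. The whole embryo data set at 36 and 52 hpf is not analysed here. Gene symbols come from the platform annotation, updated through the Entrez identifier. Probe sets with several symbols, or none, were tested but are not named. The exception is 1 probe set of tpm3, which the legend of Fig. 5 names.

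The work was done with R 4.3.3 and limma 3.58.1 (lmFit and eBayes, Benjamini-Hochberg adjustment over 15502 probe sets, 115 control probe sets left out). The limits were an adjusted p under 0.05 and a fold change of at least 2. For comparisons with 4 dpf the fit used all 9 arrays. A gene counts as differentially expressed when any of its probe sets is. Each gene in a gene list is measured by the probe set with the highest mean signal, and so are the genes the paper names. Lists were tested over 8793 genes with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. The Splicing Index is the log2 fold change of a probe set minus the mean over the probe sets of its gene, with the limit of 0.5 on either side that the Methods give. diffSplice tested the same genes. The exact permutation test of tpm3 went through all 10 ways of dividing 6 arrays into 3 and 3.

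In a self-test, simulated data of 3 arrays against 3 with 15502 probe sets had changes of 1.5 on the log2 scale added to 100 probe sets and changes of 3 to another 100. Of changes of 1.5 on the log2 scale 77 of 100 were recovered, of changes of 3 97 of 100 were, and 0 unchanged probe sets were found. The simulated noise was independent between arrays, whereas some real arrays shared deviations from their group means. The 0 is therefore not an error rate for the real data.

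Before the values were seen it was fixed which genes would be named: those of the paper, the 10 largest log2 fold changes in each direction, up to 4 differentially expressed members of each list, 2 members of a list with none, and the 5 largest for each comparison with 4 dpf. The gene lists were written from general knowledge of zebrafish biology and hold 23 groups: phototransduction, photoreceptor transcription factors, lens, cell cycle, retinal progenitors and neurogenesis, inner retinal neurons, synapse, Muller glia, pigment epithelium and melanin, iridophores and xanthophores, cartilage and skeleton, skeletal muscle, epidermis and cornea, red blood cells, leukocytes, blood vessels, circadian clock, trunk and hindbrain Hox genes, liver, pancreas and gut, early response and stress, hypoxia and insulin-like growth factor binding, oligodendrocyte and peripheral myelin, and ribosomal proteins.

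Alternatives tried were quantile normalization, median centring, setting signals under 4 to 4, using only probe sets with a mean of at least 5, the replicate number as a block, the spread of all 9 arrays, no fold limit, an unmoderated test per probe set, an eBayes fit with trend and robust settings, 1 probe set per gene, keeping the control probe sets, averaging linear signals for the Splicing Index, and leaving out each array in turn. After the group means were removed, arrays with the same replicate number at 3 and 4 dpf had correlations of 0.60, 0.50 and 0.44, each the highest among arrays of the other age.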

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

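The paper does not describe the 4 dpf arrays, nor, apart from tpm3 and cry1b, the muscle, pancreas, clock and early response genes that differ between 3 and 5 dpf, and the tests of the pancreatic genes were chosen only after that result was seen. Between 3 and 4 dpf 509 probe sets were differentially expressed, and between 4 and 5 dpf 68 were. In a fit with the replicate number as a block 559 and 84 were. After group means were removed, 4 dpf replicates 2 and 3 correlated best with 5 dpf replicates 3 and 2. The block therefore did not pair those arrays. Any difference in processing of the 4 dpf arrays cannot be told apart from age in these counts. Between 3 and 5 dpf 20 skeletal muscle genes were higher at 3 dpf, 14 early response and stress genes and 4 of the 10 pancreatic enzyme genes of the list were lower (ctrb.2, also lower, is outside it), and 10 clock genes other than cry1b differed. Without 3 dpf replicate 3 limma placed 9 muscle genes higher, and 6 early response and 0 clock genes lower (30, 23 and 17 at unadjusted p under 0.05).

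For each of the 3 comparisons, the real grouping was the only 1 of 10 ways of dividing the 6 arrays into 3 and 3 that found any probe set with limma, and 10 ways cannot give a share under 0.05. The highest count of any other grouping was 0. At unadjusted p under 0.05 the real grouping of 3 and 5 dpf had 5462 probe sets and the others 101 to 1001. The numbers were 4607 and 82 to 685 for 3 and 4 dpf, and 3615 and 113 to 1361 for 4 and 5 dpf.

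Of 32 cartilage genes 11 were higher at 3 dpf, together with 20 of 49 skeletal muscle genes. Neither list was shifted in camera with an estimated correlation (adjusted p = 0.34 and 0.23). The higher genes may point to tissue around the eye carried into the 3 dpf dissections. If so, epidermis and cornea genes should also be higher by more than 0.5, and their median log2 fold change was 0.32 against 1.11 for muscle, so this test cannot tell. With 1 array left out 8 to 11 cartilage genes were higher and matn1 stayed at 8.22 or more, which argues against a single array, though col10a1a was differentially expressed in only 1 of those 6 fits. Loss of expression in the cartilage and muscle of the eye itself would look the same in these lists. Outside them, hand2, of the branchial arches, heart and fins, was higher at 3 than at 5 dpf by at least 5.13 with 1 array left out. gsc, of the branchial arches, was higher at 3 than at 4 dpf by at least 3.90 in such fits. Both genes were named for the size of their change, and neither explanation was tested on them.

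Clock genes may differ because the eyes were taken at different times of day, which the paper does not state. In that case clocka and bmal1a, which peak in the opposite phase, should move against cry1a, per2 and per3. Of the first 2 genes 0 were differentially expressed (-0.07, adjusted p = 0.356, and 0.20, adjusted p = 0.526), while cry1a (-1.95, adjusted p = 0.041) and per2 (-1.76, adjusted p = 0.023) were lower and per3 was not (-0.17, adjusted p = 0.099). The predicted opposite change was thus not found in clocka or bmal1a. The explanation would have failed only if no clock gene other than cry1b differed, and 10 did. The test of eyes taken at different times of day thus cannot tell. bmal2, of the same arm as bmal1a, was looked at only after its value was seen and was not part of the test. It was higher (1.06, adjusted p = 0.036) but in only 1 of 6 fits with 1 array left out.

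Pancreatic enzyme genes were lower at 3 dpf, which may come from tissue of the abdomen carried into the 5 dpf dissections, where liver genes would be lower too. The median log2 fold change between 3 and 5 dpf was -3.36 for 10 pancreatic genes and -1.45 for 11 liver genes, of which 2 were differentially expressed, as such tissue could give. Any other rise of both groups by 5 dpf would look the same, so the test does not single out such tissue. Between 4 and 5 dpf the median was -2.38 for the pancreatic genes and -0.14 for the liver genes. By limma 0 were differentially expressed in both groups (10 and 3 at unadjusted p under 0.05). Outside that list the pancreatic protease genes ctrl and ctrb.2 were lower at 4 dpf, and were so in 8 and 5 of 9 fits with 1 array left out. tat, a liver gene outside that list, was also lower at 4 dpf (-2.67, adjusted p = 0.047, and in 2 of 9 such fits), so for this step the test cannot tell. ela2l stayed at -4.70 or below whichever array was left out, which argues against a single array for this gene, though its adjusted p passed 0.05 without 3 dpf replicate 1, 3 dpf replicate 3 or 5 dpf replicate 2 (up to 0.075).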

How the results depend on the processing

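The alternatives below were set before the data were examined, except for leaving out the replicate 1 arrays, which was added after those arrays stood apart on the second principal component, and the cause of the changes was not tested. Of 831 probe sets (585 genes), 409 (298) remained with signals under 4 set to 4 and 5 with an unmoderated test per probe set, and without a fold limit there were 1755 (1225). Leaving out 1 array gave 259 to 797 probe sets and 199 to 589 genes. The lowest came without 3 dpf replicate 3, and without 3 dpf replicate 2 they were 399 and 292. With the replicate block there were 921 probe sets, 647 genes and 13 shifted lists. The block cannot move a log2 fold change in this balanced design, so cry1b is -3.28 there too. In that pairing check, residual correlations of arrays with the same number were 0.54, 0.01 and 0.04 between 3 and 5 dpf, and 0.72, -0.07 and -0.03 between 4 and 5 dpf. At 3 and at 4 dpf, replicates 2 and 3 correlated best with 5 dpf replicates 3 and 2, so the block did not pair those arrays. Of 12 lists shifted by camera 0 were with an estimated correlation, where 4 had an unadjusted p under 0.05, and fry passed 9 of them and synapse. cry1b was -3.17 with signals under 4 set to 4 and -3.90 to -2.82 with 1 array left out. The other igfbp1a probe set and that of igfbp1b were differentially expressed in the fit to the 6 arrays. The probe set chosen for igfbp1, at -1.71, was so only with probe sets of a mean of at least 5 and with all 9 arrays. The Splicing Index count of 122 became 18 with that same filter and 280 with linear gene signals. The filter also left fewer genes with at least 2 probe sets to test. Between 3 and 4 dpf the count of 509 became 286 with signals under 4 set to 4, 329 to 527 with 1 array left out, and 334, 332 and 336 without 3 dpf replicate 3, 4 dpf replicate 2 and 4 dpf replicate 3. Between 4 and 5 dpf the count of 68 became 12 with signals under 4 set to 4, 11 with the filter, and 19 to 86 with 1 array left out (29, 19 and 27 without 4 dpf replicate 1, 2 and 3). Without the replicate 1 arrays it was 0 by limma (3334 at unadjusted p under 0.05), and the others were 702 probe sets, 501 genes, 12 lists, 138 Splicing Index genes and 396 probe sets between 3 and 4 dpf. The share of probe sets with 4 dpf between 3 and 5 dpf was 85.7% to 93.2% with 1 array left out.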

Differences from the paper's values

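The values of 3 items differ from the paper's. For log2 fold changes, the spread of the replicates is the larger of the SDs at 3 and 5 dpf. The paper's values come from the same 6 arrays, so this spread is only a yardstick and does not account for a gap. igfbp1 has a log2 fold change of about -3.2 in Fig. 3A, read by eye, and here it was -1.71 for the chosen probe set of igfbp1a, and no alternative set before the data were examined brings it within the spread of the replicates. Which copy the paper measured is not known here, and the probe set of igfbp1b, at -2.44 with an SD of 0.87 at 5 dpf, lies within that spread. Fig. 3A marks igfbp1 as changed. The chosen probe set is differentially expressed here only with probe sets of a mean of at least 5 (adjusted p = 0.042) or with all 9 arrays (adjusted p = 0.035). That of igfbp1b and the other of igfbp1a are so in the fit to the 6 arrays, but in only 1 and 0 of 6 fits with 1 array left out. arhgap12 has a log2 fold change of about -1.4 in Fig. 3A, read by eye, and is marked as changed, against -0.79 here for the probe set of arhgap12b, which every alternative leaves under the 2-fold limit. The copy the paper measured is not known here either, and the probe set of arhgap12a gives -1.41, so for both genes the gap may lie in the probe set chosen. The number of genes past the Splicing Index limit is about 330 for UCSC in Fig. 2D, read by eye, and 122 here. Of the alternatives set before the data were examined only linear gene signals (280) come near it. The gene sets are unlike: the 122 are of 1539 genes with at least 2 original probe sets, and the paper's Table 3 has more such genes for UCSC.

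The number of differentially expressed genes was 585, against about 530 for UCSC and about 400 for Ensembl in Fig. 2C, read by eye. The 585 are of 8793 genes, more than the paper's Table 3 gives for either database. The Splicing Index count for Ensembl is about 120 in Fig. 2D, read by eye. By Table 3 it comes from fewer genes with at least 2 probe sets than the 1539 here, so its nearness to 122 compares unlike sets. Other values lie within the spread of the replicates: cry1b (-3.8 in the paper, -3.28 here), tpm3 (0.540 and 4.941 in the paper, 0.62 and 4.89 here) and matn1 (about 8.7 in Fig. 3A, read by eye, 8.36 here). The spread was 1.12 for cry1b and 0.36 for matn1, which allows cry1b a wider gap. Of the alternatives set before the data were examined, all leave cry1b within it. matn1 lies outside it with median centring (8.34) and without 3 dpf replicate 2 (8.30), 3 dpf replicate 3 (8.22) or 5 dpf replicate 1 (8.26). The lesser tpm3 value does without 3 dpf replicate 2 (0.66) or 5 dpf replicate 3 (0.68), and the larger one with signals under 4 set to 4 (3.94).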

Other observations

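Some members of the neuron, pigment epithelium and epidermis lists differed between 3 and 5 dpf. tubb5, a tubulin of young neurons, was at 12.40 ± 0.26 at 3 dpf and 10.56 ± 0.17 at 5 dpf (SD, n = 3), a log2 fold change of 1.85 (adjusted p = 0.0062). inaa, a neuronal intermediate filament, was at 9.86 ± 0.16 and 11.33 ± 0.14 (SD, n = 3), a log2 fold change of -1.46 (adjusted p = 0.0050). stra6, the retinol carrier of the pigment epithelium, had -1.41 (adjusted p = 0.0035), krt97, a keratin, -2.81 (adjusted p = 0.0049), and lye, an antigen of the surface epithelium, 1.81 (adjusted p = 0.0076). These 5 stayed differentially expressed whichever array was left out.

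At 4 dpf 90.7% of the 831 probe sets lay between 3 and 5 dpf, 84.1% of those higher and 96.1% of those lower at 3 dpf. They were picked for their difference between 3 and 5 dpf, and no share for unchanged probe sets was set against this. Here and in the values below, any difference in processing of the 4 dpf arrays cannot be told apart from age. Of the change to 5 dpf, the differentially expressed muscle genes (20) had covered a median of 105% by 4 dpf, cartilage genes (11) 83.5%, phototransduction genes (7) 81.9%, epidermis and cornea genes (7) 75.7% and inner retinal neuron genes (7) 73.7%. For early response genes (15) it was 65.1%, clock genes (11) 61.2%, hypoxia and insulin-like growth factor binding genes (5) 56.5%, liver, pancreas and gut genes (6) 50.9% and cell cycle genes (6) 41.4%. hand2 was higher at 3 dpf than at 4 dpf by 5.21 (adjusted p = 1.2e-04), myl1 by 4.79 (adjusted p = 3.1e-04) and matn1 by 6.03 (adjusted p = 0.0023). gsc, a homeobox gene of the branchial arches, had means of 7.40 at 3 dpf and 3.30 at 4 dpf (adjusted p = 4.7e-04), and these 4 stayed differentially expressed whichever array was left out. crp, an acute phase protein gene, was lower at 3 dpf than at 4 dpf by 4.35 (adjusted p = 0.024), but not without any one of the 3 dpf arrays, 4 dpf replicate 1 or 4 dpf replicate 2 (up to 0.084). Among differentially expressed probe sets with 1 gene symbol, the largest log2 fold changes of 4 dpf minus 5 dpf were those of the pancreatic protease genes ctrl (-3.03, adjusted p = 0.012) and ctrb.2 (-2.44, adjusted p = 0.029), tat, an aminotransferase of the liver (-2.67, adjusted p = 0.047), cpa5, a carboxypeptidase of mast cells (-2.45, adjusted p = 0.034), and slc43a2b, an amino acid transporter (-1.87, adjusted p = 0.021). ctrl was not differentially expressed without 4 dpf replicate 2 (adjusted p = 0.051). The other 4 were not without any one of the 4 dpf arrays, with an adjusted p up to 0.154 for tat, and each was also not without at least 1 of the 5 dpf arrays, or in the case of tat and cpa5 without 3 dpf replicate 3. Without the replicate 1 arrays, which stood apart on the second principal component (19.2% of the variance), limma found 0 probe sets between 4 and 5 dpf, with a smallest adjusted p of 0.054.

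Of 33 inner retinal neuron genes 3 were higher and 4 lower at 3 dpf than at 5 dpf (3 and 4 adjusted over the list alone), with a list adjusted p of 0.018, but adjusted p = 0.23 with an estimated correlation. Of 40 epidermis and cornea genes 6 were higher and 1 lower (6 and 1 adjusted over the list alone), with a list adjusted p of 0.014, but adjusted p = 0.34 with an estimated correlation. Of 31 liver, pancreas and gut genes 6 were lower and 0 higher (10 and 1 adjusted over the list alone), with a list adjusted p of 0.0036, but adjusted p = 0.51 with an estimated correlation. Of 44 genes of retinal progenitors and neurogenesis 2 were higher and 0 lower (2 and 0 adjusted over the list alone), with a list adjusted p of 0.036, but adjusted p = 0.34 with an estimated correlation, and this list was shifted in only 5 of 14 settings and in 2 of the 6 fits with 1 array left out. Without 3 dpf replicate 3 these 4 lists had 2 higher and 1 lower, 3 and 1, 0 and 1, and 0 and 0 (8 progenitor genes higher at unadjusted p under 0.05 in limma). Without 3 dpf replicate 1 they had 1 and 3, 4 and 1, 0 and 1, and 1 and 0, without 3 dpf replicate 2 2 and 1, 3 and 1, 1 and 5, and 2 and 0, and without 5 dpf replicate 2 2 and 2, 5 and 1, 0 and 3, and 1 and 0. Without 5 dpf replicate 1 or 5 dpf replicate 3 the inner retinal list had 3 and 2 or 1 and 2. Lens genes (15, median -0.32) and leukocyte genes (15, median -0.82) were lower as lists, with adjusted p of 0.0018 and 0.011, but adjusted p = 0.34 with an estimated correlation for both, and 0 of their genes were differentially expressed (9 and 4 at unadjusted p under 0.05 in limma, and 2 lower and 0 adjusted over the list alone). Camera at the preset correlation shifted none of the other lists, and synapse passed by fry (adjusted p = 0.0030) and in 5 of 14 settings. Hypoxia and insulin-like growth factor binding genes had 2 of 22 higher and 3 lower (list adjusted p = 0.283), and without 3 dpf replicate 3 limma placed 0 and 0 (3 and 5 at unadjusted p under 0.05). Of 35 Hox genes 1 was higher (list adjusted p = 0.219), of 10 photoreceptor transcription factors 1 lower (0.721), of 12 Muller glia genes 1 lower (0.362), of 12 pigment epithelium and melanin genes 1 lower (0.404) and of 7 myelin genes 1 higher (0.196). Adjusted over the list alone, these 6 lists had 2 higher and 3 lower, 0 and 0, 0 and 1, 0 and 1, 1 and 2, and 1 and 0. For synapse (23 genes, 0.085), iridophores and xanthophores (11, 0.475), red blood cells (12, 0.406), blood vessels (6, 0.406) and ribosomal proteins (70, 0.699), 0 genes were differentially expressed by limma, also 0 adjusted over the list alone, and 9, 2, 3, 2 and 5 had an unadjusted p under 0.05.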
